A study of Homo sapiens with 12 samples. Its data were reported in "Ror2 Signaling and Its Relevance in Breast Cancer Progression" (2017).

How the data were processed

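RNA from 12 samples of MCF-7 cells in 4 groups of 3 was sequenced in single-end reads of 50 bases. The labels give the molecule as polyA RNA and name a kit for total RNA. The groups were stable transfectants with the empty vector (pcDNA) or the Ror2 construct (pRor2), each without stimulation and after 24 h with 100 ng/ml recombinant Wnt5a. Groups and replicate numbers were taken from the sample labels. The labels do not say whether the 3 samples of a group were separate cultures, so p-values measure the spread between these samples, which may in part be technical.

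The authors deposited 1 table of expected counts per gene, in which RSEM shares reads that fit several genes or transcripts among them. The submitters' processing notes name CASAVA 1.8.2, FastQC 0.10.0 and RSEM 1.2.5, and the study's methods name STAR alignment to GRCh37 with an Ensembl annotation. Between 31.0% and 33.3% of all values in a library, zeros included, were not whole numbers. Values were not normalized. The strand setting of the counting is not given in the sources used here, and the labels and the kit named for library preparation differ on whether strand was kept. Genes that overlap, antisense partners, close paralogs and pseudogenes are therefore uncertain, since their reads could be shared or assigned to the partner.

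The table held 57445 gene identifiers, of which 55022 were named from the GRCh37 annotation and 2423 had no symbol. Gene positions are 1-based and on GRCh37. Expected counts were rounded to whole numbers, and 15198 genes with at least 1 CPM in at least 3 libraries were tested, the filter that the study also used. Totals per library ran from 34622122 to 54788134 expected counts, so that 3 counts, the limit a count of 0 allows, were worth 0.0548 to 0.0866 CPM. Intervals from counts cover counting error only. Pairs of libraries within a group differed by far more than sampling noise (chi-square per gene between 20.7 and 36.6), and no library was counted as a duplicate.

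Counts were scaled by TMM factors (0.968 to 1.02) and tested with the quasi-likelihood (QL) test of edgeR 4.0.16 in R 4.3.3, with robust dispersion estimates and 1 coefficient per group over all 12 libraries (8 residual degrees of freedom, biological coefficient of variation 11.7%). P-values were adjusted by the Benjamini-Hochberg method and genes with an adjusted p below 0.05 are called DEGs. The 8 contrasts were pRor2 against pcDNA, pRor2 + Wnt5a against pcDNA + Wnt5a, pRor2 + Wnt5a against pcDNA, Wnt5a stimulation in pcDNA cells, Wnt5a stimulation in pRor2 cells, the Ror2 effect averaged over stimulation, the Wnt5a effect averaged over vectors, and the interaction. Common targets are genes called in the same direction in all 3 Ror2 contrasts. CPM values are on TMM-scaled library sizes. DESeq2 1.42.0 and limma-voom (limma 3.58.1) served as other tools. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 prepared tables and drew figures.

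Gene lists (31 lists with 3 or more measured genes, 1097 entries, of which 1043 matched by symbol, 31 by an older symbol and 23 were not matched) were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists of each contrast. The test was repeated with an estimated correlation between genes, and with fry. No list call in any contrast held with an estimated correlation. Common targets were tested for over-representation of each list with a one-sided Fisher's exact test against the genes tested. The list of Ror2/Wnt module genes was built by the study from these samples. The lists of Wnt receptors, non-canonical mediators, actin genes and intestinal genes hold genes the study named from them. Fatty acid metabolism, glycolysis, the pentose phosphate pathway and ECM receptor interaction, which the list of integrins and extracellular matrix covers, are themes the study named from them. Counts for these lists are not independent evidence of their direction. Ribosomal proteins, mitochondrial transcripts, replication-dependent histones and small structural RNAs were lists of RNA quality.

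Named genes follow a rule. ROR2, WNT5A, MUC5AC and the genes the study measured by PCR (FAT1, VIL1, HNF4G, WIPF1 and LCP1) are always given. To these come the 12 highest and 12 lowest common targets by unstimulated log2 fold change with a mean of at least 4 CPM, the 5 genes of smallest p called in pRor2 + Wnt5a against pcDNA but not in the unstimulated Ror2 effect, the 5 genes of smallest p in each Wnt5a comparison, up to 4 members of each list with the smallest adjusted p, and ESR1, PGR, ERBB2, CDH1, VIM, WNT11, FZD4, FZD5 and DVL1. WNT5A and VIM did not pass the filter on low counts and were not tested. The groups, contrasts, main test, gene lists, naming rule and the alternatives that are not said to have been chosen later were fixed before the data were examined.

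Replicate numbers in the labels are shared across the groups. Deviations from the group means correlated above 0.1 in 17 of the 18 pairs of same-numbered libraries (median 0.288, against -0.180 between different numbers), and each of the 12 libraries correlated best with its own number. Deviations sum to 0 within a group, so a positive correlation of same numbers makes that of different numbers negative. The exception was the pair of pcDNA and pRor2 libraries numbered 3 (0.0478), while their pairs numbered 1 and 2 were at 0.406 and 0.233. Pairing was taken as given in every comparison except the unstimulated Ror2 effect and the results that contain it. That exception rests on this 1 pair. The main test has no replicate block, since the study's methods state none, and a fit with the replicate number as a block is given as an alternative. Calls of named genes, and their loss without 1 library, come from the fit without the block unless the block is named.

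Further alternatives were edgeR's likelihood ratio test, DESeq2 size factors, library sizes without TMM factors, no filter on low counts, edgeR's own filter, counts without rounding, an adjusted p below 0.01, only the 2 groups compared, and each library left out in turn. Where contrasts share libraries, 20 simulations of groups without any difference gave the correlation that shared libraries produce, and the overlap of calls where no gene differs. The edgeR QL step was tested on simulated counts for all 15198 genes with 200 genes changed. In the simulated unstimulated Ror2 comparison it recovered 64.2% of 67 genes changed 1.5-fold, 89.6% of 67 changed 2-fold and 97.0% of 66 changed 4-fold, with 8 false calls. In the simulated comparison of pcDNA + Wnt5a with pcDNA it recovered 43 of 67, 59 of 67 and 64 of 66, with 12 false calls. The simulated libraries were drawn independently, without the structure by replicate number, so these shares do not give the recovery in the real libraries.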

Results

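Gene expression was profiled by RNA-Seq in MCF-7 cells, an estrogen receptor positive line from a human breast cancer. The cells carried either an empty vector (pcDNA) or a construct for overexpression of Ror2 (pRor2), a receptor tyrosine kinase that binds Wnt5a, a ligand of non-canonical Wnt signaling. Both stable lines were profiled without stimulation and after 24 h with 100 ng/ml Wnt5a, which gave 4 groups of 3 libraries. Library totals averaged 49806761 ± 3050892 expected counts in pcDNA, 46661343 ± 9936423 in pcDNA + Wnt5a, 46087476 ± 8760198 in pRor2 and 44815520 ± 8858531 in pRor2 + Wnt5a cells (SD, n = 3 each). Mitochondrial genes took 5.66% to 6.48% of the counts of a library. The first principal component held 39.5% of the variance over the 15198 tested genes, and all 6 pRor2 libraries lay on its positive side and all 6 pcDNA libraries on its negative side.

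The level of ROR2 was examined first, since it checks the labels. ROR2 (ENSG00000169071.10, chromosome 9, 94325373 to 94712510 on GRCh37, protein coding) was nearly absent from pcDNA cells, with 3, 1 and 4 expected counts in the 3 unstimulated libraries. It reached 433 ± 45.2 CPM in pRor2 and 442 ± 21.4 CPM in pRor2 + Wnt5a cells (SD, n = 3 each). The 60526 counts in the pRor2 libraries against 8 in the pcDNA libraries were a ratio of 8176 (exact 95% interval 4149 to 18939, counting error only). In pcDNA + Wnt5a cells the 3 libraries held 1, 35 and 56 counts, or 0.0281, 0.662 and 1.12 CPM.

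**Figure D1:**
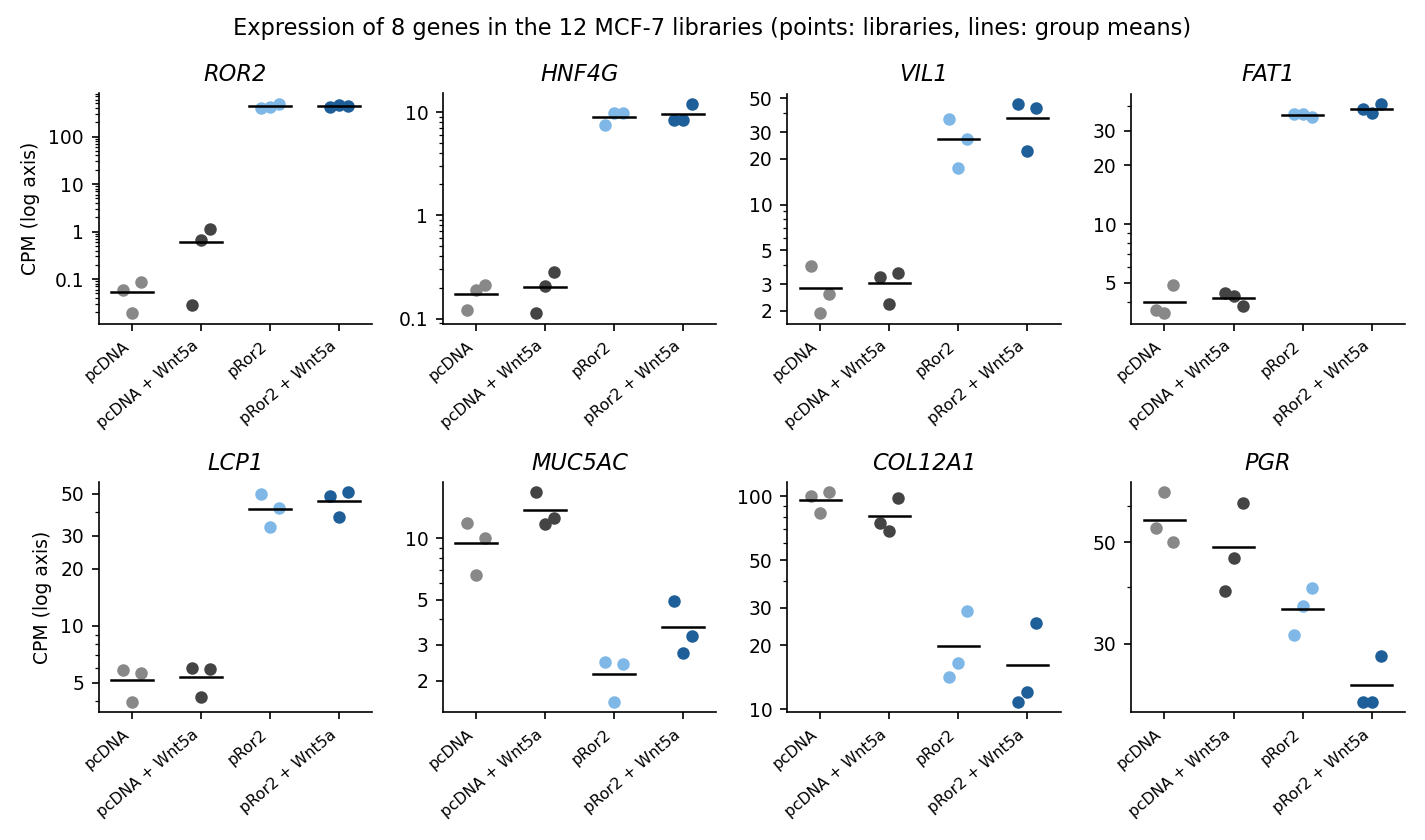
CPM (log axis) of 8 genes in each of the 12 libraries by group, with points for libraries and lines for group means. ROR2 lies between 405 and 485 CPM in the pRor2 libraries and between 0.0190 and 1.12 CPM in the pcDNA libraries, and HNF4G, VIL1, FAT1 and LCP1 are higher while MUC5AC, COL12A1 and PGR are lower with Ror2.

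The comparison of pRor2 with pcDNA cells tested for the effect of Ror2 overexpression without added ligand. Each vector is 1 stable line. In all Ror2 comparisons an effect of Ror2 therefore cannot be told apart from other differences between the 2 lines. HNF4G, a nuclear receptor of the hepatocyte nuclear factor 4 family, rose 51.3-fold, from 0.175 ± 0.0479 to 9.09 ± 1.40 CPM. VIL1, which encodes the actin-binding brush border protein villin, rose 9.59-fold (2.81 ± 1.02 to 26.9 ± 9.61 CPM), the protocadherin gene FAT1 9.08-fold (3.98 ± 0.755 to 36.1 ± 0.507 CPM) and the actin-bundling gene LCP1 8.14-fold (5.14 ± 1.03 to 41.8 ± 8.33 CPM, SD, n = 3). COL12A1, which encodes a fibril-associated collagen, was 4.80-fold lower in pRor2 cells, at 19.9 ± 7.99 against 95.7 ± 11 CPM. The gel-forming mucin gene MUC5AC was 4.36-fold lower (2.15 ± 0.501 against 9.48 ± 2.68 CPM) and IGFBP5, an IGF-binding protein gene, 4.34-fold lower (9.13 ± 3.13 against 39.8 ± 8.92 CPM). In total 736 genes were DEGs, 357 higher and 379 lower, of which 68 rose and 68 fell by at least 2-fold. The median absolute log2 fold change of the DEGs was 0.52, and 197 of the higher and 215 of the lower ones changed by less than 1.5-fold. DESeq2 called 1266 genes, the replicate block 2648 and a fit of only the 2 groups compared 344. In the main test the count was 350 without pcDNA replicate 1, 315 without pcDNA replicate 2, 251 without pRor2 replicate 1 and 370 without pRor2 replicate 2.

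The genes that the study measured by PCR lie at separate places in the genome (GRCh37). HNF4G (ENSG00000164749.7) is at 76320149 to 76479069 on chromosome 8 and had a log2 fold change of 5.68 ± 0.27 (SE, edgeR QL adjusted p = 2.78e-07). VIL1 (ENSG00000127831.6) is at 219283844 to 219318018 on chromosome 2 (3.26 ± 0.39, edgeR QL adjusted p = 0.00149). FAT1 (ENSG00000083857.9) is at 187508948 to 187647876 on chromosome 4 (3.18 ± 0.12, edgeR QL adjusted p = 1.6e-08). LCP1 (ENSG00000136167.9) is at 46700055 to 46786006 on chromosome 13 (3.02 ± 0.20, edgeR QL adjusted p = 1.11e-05), a rise that the study's PCR did not bear out. WIPF1 (ENSG00000115935.12), a WASP-interacting actin regulator gene, is at 175424300 to 175547644 on chromosome 2 (1.70 ± 0.16, edgeR QL adjusted p = 0.000146). Among the lowest, COL12A1 (ENSG00000111799.16) at 75794042 to 75915983 on chromosome 6 had a log2 fold change of -2.26 ± 0.35 (edgeR QL adjusted p = 0.00754). MUC5AC (ENSG00000215182.6) at 1151580 to 1222364 on chromosome 11 had one of -2.12 ± 0.28 (edgeR QL adjusted p = 0.00146).

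Besides ROR2 and these genes, the 12 highest common targets held CLYBL (log2 fold change 2.50), DIO2 (3.28, with 2.76 to 4.42 when 1 library was left out), which encodes an enzyme that activates thyroid hormone, RIMS2 (1.74), the lysyl oxidase gene LOXL2 (1.63), the drug efflux transporter gene ABCG2 (1.6) and the small heat shock protein gene HSPB8 (1.6). The 12 lowest also held IGFBP5 (-2.12), the lipid transporter gene ABCA12 (-1.68), ELAPOR1 (-1.53), the glutamate receptor gene GRIK3 (-1.49), GNA14 (-1.45), PRG4 (-1.45), the trefoil factor gene TFF3 (-1.44), BRINP2 (-1.42), RGS22 (-1.29) and XIST (-1.29). GRIK3 and TFF3 lie in stretches of the genome where most genes were lower. Some of these calls ended when 1 library was left out, by edgeR QL at adjusted p = 0.129 (LOXL2), 0.0711 (HSPB8), 0.175 (ABCA12), 0.156 (GRIK3) and 0.163 (BRINP2) without pRor2 replicate 1, 0.104 (DIO2) without pcDNA replicate 1 and 0.0808 (RGS22) without pRor2 replicate 2. These are the highest values, and leaving out pcDNA replicate 2, pcDNA replicate 3 or pRor2 replicate 3 also ended 1 or more of the 7 calls.

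HLA-B and HLA-C rose with Ror2. Of 16 measured antigen presentation genes, 3 rose (8 adjusted over the list alone), and their median log2 fold change was 0.26 (camera adjusted p = 0.000215 and adjusted p = 0.372 with an estimated correlation). HLA-B went from 9.58 ± 0.796 to 15.7 ± 1.35 CPM (log2 fold change 0.71, edgeR QL adjusted p = 0.00308) and HLA-C from 25.0 ± 2.55 to 38.9 ± 4.64 CPM (0.64, edgeR QL adjusted p = 0.00370), while HLA-A had a log2 fold change of 0.30. The HLA genes are close paralogs, so the split of reads among them is uncertain. Without 1 library the HLA-A call ended for each of the 6 libraries, with an edgeR QL adjusted p of up to 0.157 without pRor2 replicate 1.

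Estrogen receptor targets were lower as a group. Of 50 measured, 2 rose and 9 fell (4 and 10 adjusted over the list alone), with a median log2 fold change of -0.14 (camera adjusted p = 0.00190 and adjusted p = 0.372 with an estimated correlation). The members with the smallest adjusted p were TFF3, IGFBP5, ELAPOR1 and RERG (log2 fold change -0.76). PGR (ENSG00000082175.10, chromosome 11, 100900355 to 101000544), the progesterone receptor gene, went from 56.0 ± 7.31 to 35.8 ± 4.15 CPM (-0.64, edgeR QL adjusted p = 0.0415). This call ended without pcDNA replicate 1 or 2 or pRor2 replicate 1 or 2, with an edgeR QL adjusted p of up to 0.163 without pRor2 replicate 1. ESR1, the estrogen receptor alpha gene, did not pass (334 ± 49.5 and 275 ± 14.5 CPM; log2 fold change -0.28, edgeR QL adjusted p = 0.157), nor did ERBB2 (-0.09, edgeR QL adjusted p = 0.483). The 280 lower common targets held 9 of the 50 list members, against 0.921 for a random list (Fisher's exact test, adjusted p = 8.62e-06, and up to 0.00418, without pRor2 + Wnt5a replicate 2, when 1 library was left out).

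Actin cytoskeleton genes moved both ways, with more of them higher. Of 56 measured, 5 rose and 2 fell (8 and 4 adjusted over the list alone), with a median log2 fold change of 0.11 (camera adjusted p = 0.00626 and adjusted p = 0.451 with an estimated correlation and adjusted p = 0.0788 without pcDNA replicate 2). LCP1, VIL1 and WIPF1 were among those that rose, and the unconventional myosin gene MYO10 fell (log2 fold change -0.65, edgeR QL adjusted p = 0.000146). The common targets held 7 actin genes against 2.02 for a random list (Fisher's exact test, adjusted p = 0.0240). The list holds genes the study named from these samples, such as LCP1, VIL1 and WIPF1, so this count is not independent evidence. Matrix proteases and their inhibitors rose as a group (2 of 26 rose, also 2 adjusted over the list alone; median log2 fold change 0.19, camera adjusted p = 0.00953 and adjusted p = 0.405 with an estimated correlation). The 2 were the cathepsin gene CTSZ (1.36) and the metalloprotease gene ADAM9 (0.28). Without 1 library their edgeR QL adjusted p reached 0.143 for CTSZ (without pcDNA replicate 2) and 0.108 for ADAM9 (without pRor2 replicate 1), and leaving out pcDNA replicate 1 ended both calls, pRor2 replicate 2 that of ADAM9 and pRor2 replicate 3 that of CTSZ.

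Integrin and extracellular matrix genes changed in both directions. Of 40 measured, 4 rose and 3 fell (7 and 4 adjusted over the list alone), with a median log2 fold change of -0.06, and the camera test, whose direction was up, did not pass (adjusted p = 0.869). The fibronectin gene FN1 (log2 fold change 0.55) and the laminin gene LAMC1 (0.41) rose, and COL12A1 and the syndecan gene SDC2 (-1.36) fell. The common targets held 7 of these genes against 1.44 for a random list (Fisher's exact test, adjusted p = 0.00527). ECM receptor interaction is a theme the study named from these samples, so this count is not independent evidence. Epithelial junction and keratin genes were lower as a group (2 of 34 fell, 3 adjusted over the list alone; median log2 fold change -0.09, camera adjusted p = 0.00953 and adjusted p = 0.372 with an estimated correlation). These were the mucin gene MUC1, from 90.2 ± 4.5 to 39.3 ± 10.5 CPM (-1.20, edgeR QL adjusted p = 0.0104), and the tight junction gene TJP2 (-0.38, edgeR QL adjusted p = 0.00349), which lies in a stretch of chromosome 9 where most genes were lower. CDH1, the E-cadherin gene, did not pass (log2 fold change -0.15, edgeR QL adjusted p = 0.141). Among 12 mesenchymal genes LOXL2 rose (1 adjusted over the list alone, camera adjusted p = 0.106), a call that ended without pRor2 replicate 1 (edgeR QL adjusted p = 0.129), pcDNA replicate 1, 2 or 3 or pRor2 replicate 2.

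Fatty acid metabolism genes rose as a group. Of 37 measured, 5 rose and 1 fell (13 and 3 adjusted over the list alone), with a median log2 fold change of 0.10 (camera adjusted p = 0.0230 and adjusted p = 0.483 with an estimated correlation). This call ended without pcDNA replicate 2 (camera adjusted p = 0.0788) or pRor2 replicate 3 (camera adjusted p = 0.167). The elongation gene HACD1 rose (log2 fold change 0.52, edgeR QL adjusted p = 0.00635), in a stretch of chromosome 10 where most genes were higher, as did ACAT1 (0.39), ELOVL5 (0.32) and ACAA2 (0.57). The calls of ACAT1, ELOVL5 and ACAA2 ended without pRor2 replicate 1 (edgeR QL adjusted p of up to 0.0579 for ELOVL5), and that of ACAA2 also without pcDNA replicate 1, pcDNA replicate 2 (edgeR QL adjusted p = 0.0764) or pRor2 replicate 3. The glucose transporter gene SLC2A1 went from 102 ± 6.61 to 64.9 ± 3.58 CPM (-0.65, edgeR QL adjusted p = 0.000134), in the part of chromosome 1 where most genes were lower, and 3 of 34 glycolysis genes fell (4 adjusted over the list alone, camera adjusted p = 0.156).

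Single Wnt pathway genes changed with Ror2 in unstimulated cells, where none of the Wnt lists passed the camera test. Of 19 Wnt ligand and receptor genes, WNT11 rose and FZD4 fell (3 rose and 1 fell adjusted over the list alone, camera adjusted p = 0.152). The receptor gene FZD4 went from 30.9 ± 2.29 to 19.9 ± 2.22 CPM (log2 fold change -0.64, edgeR QL adjusted p = 0.00368). The non-canonical ligand gene WNT11 went from 0.503 ± 0.0362 to 1.05 ± 0.187 CPM (1.05, edgeR QL adjusted p = 0.0444), and FZD5 did not pass (0.28, edgeR QL adjusted p = 0.158). Among 41 non-canonical Wnt mediators, 3 fell (4 adjusted over the list alone, camera adjusted p = 0.626). They were the protocadherin gene FAT4 (-0.90), the dishevelled gene DVL1 (-0.32) and the atypical protein kinase C gene PRKCZ (-0.27), and DVL1 and PRKCZ lie at the end of chromosome 1 where most genes were lower. Of 16 beta-catenin/TCF targets, TNFRSF19 (-1.57), BMP4 (-0.71) and CD44 (-0.98) fell (2 rose and 4 fell adjusted over the list alone, camera adjusted p = 0.347), and these 3 were more than expected among lower common targets (Fisher's exact test, adjusted p = 0.0324), a call that ended without 10 of the 12 libraries. Of the 78 genes of the Ror2/Wnt module, which the study chose on these samples, 8 rose and 8 fell (27 and 17 adjusted over the list alone, camera adjusted p = 0.106), with FZD4, the glucocorticoid receptor gene NR3C1 (0.58), CSNK1A1 (-0.28) and PLCB4 (-0.67) at the smallest adjusted p. Left-out libraries ended the calls of WNT11 (edgeR QL adjusted p = 0.141) and CD44 (0.112) without pcDNA replicate 2, of DVL1 (0.149) without pcDNA replicate 1 and of FAT4 (0.105), PRKCZ (0.154), CSNK1A1 (0.0713) and PLCB4 (0.0533) without pRor2 replicate 1, as did pcDNA replicate 3 (WNT11 and DVL1), pRor2 replicate 2 (all but CSNK1A1 and PLCB4) and pRor2 replicate 3 (CD44) at lower values.

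Of 11 intestinal and hepatic differentiation genes, HNF4G and VIL1 rose and MUC5AC and the mucin gene MUC5B (log2 fold change -1.21) fell (5 rose and 5 fell adjusted over the list alone, camera adjusted p = 0.0672). This list holds genes the study named from these samples. Of 10 BMP/SMAD targets, the decoy receptor gene BAMBI (64.1 ± 8.96 to 130 ± 1.99 CPM, edgeR QL adjusted p = 2e-04), HEY1 (1.01) and GATA2 (0.31) rose (3 adjusted over the list alone), although the list's median was -0.01 and its mean -0.03 (camera, direction up, adjusted p = 0.210). Of 48 axon guidance genes 4 rose and 3 fell (also 4 and 3 adjusted over the list alone, camera adjusted p = 0.713), among them the plexin gene PLXNA2 (1.14), the ephrin receptor gene EPHA4 (0.64), SEMA4A (-0.57) and NTN1 (-0.71). Of 29 xenobiotic and glutathione genes 2 rose and 2 fell (2 and 3 adjusted over the list alone, camera adjusted p = 0.210), among them GSTM3 (1.21), CYP2J2 (-0.76) and AKR1C2 (-1.07). BAMBI and GSTM3 lie in stretches where most genes were higher and CYP2J2 where most were lower. Without 1 library the calls of MUC5B (edgeR QL adjusted p = 0.112) and GATA2 (0.116) ended without pcDNA replicate 2, and those of HEY1 (0.0516), NTN1 (0.105) and AKR1C2 (0.0533) without pRor2 replicate 1. Leaving out pcDNA replicate 1 also ended the calls of MUC5B, GATA2 and NTN1, pRor2 replicate 2 those of MUC5B and NTN1, and pRor2 replicate 3 that of GATA2.

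Proliferation genes (41 measured), unfolded protein response genes (26), ribosomal protein genes (72), mitochondrial transcripts (13), replication-dependent histones (11) and small structural RNAs (3) held no DEG, and their camera tests gave an adjusted p of 0.199, 0.479, 0.710, 0.210, 0.389 and 0.677. The hypoxia list (21) had ADM higher and SLC2A1 lower (1 and 2 adjusted over the list alone, camera adjusted p = 0.210), cholesterol synthesis (23) CYP51A1 higher (2 and 1; 0.626), the pentose phosphate pathway (18) PGD lower (2 lower; 0.809), interferon-stimulated genes (25) BST2 lower (1 lower; 0.554) and basal breast genes (14) KRT15 lower (2 and 1; 0.910). Markers of other cell types were also read. Among genes of triple-negative lines (11 measured) NT5E rose and CD44 and ANXA1 fell (also 1 and 2 adjusted over the list alone, camera adjusted p = 0.910). Fibroblast (3) and blood (3) markers held no DEG (1 fibroblast gene adjusted over the list alone, camera adjusted p = 0.910 and 0.626). Without 1 library the edgeR QL adjusted p reached 0.177 (ADM) and 0.112 (CD44) without pcDNA replicate 2, 0.141 (KRT15) without pcDNA replicate 1, 0.0533 (CYP51A1), 0.105 (BST2) and 0.152 (ANXA1) without pRor2 replicate 1 and 0.102 (PGD) without pRor2 replicate 2, and pcDNA replicate 3 and pRor2 replicate 3 also ended 1 or more of these calls.

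**Figure D2:**
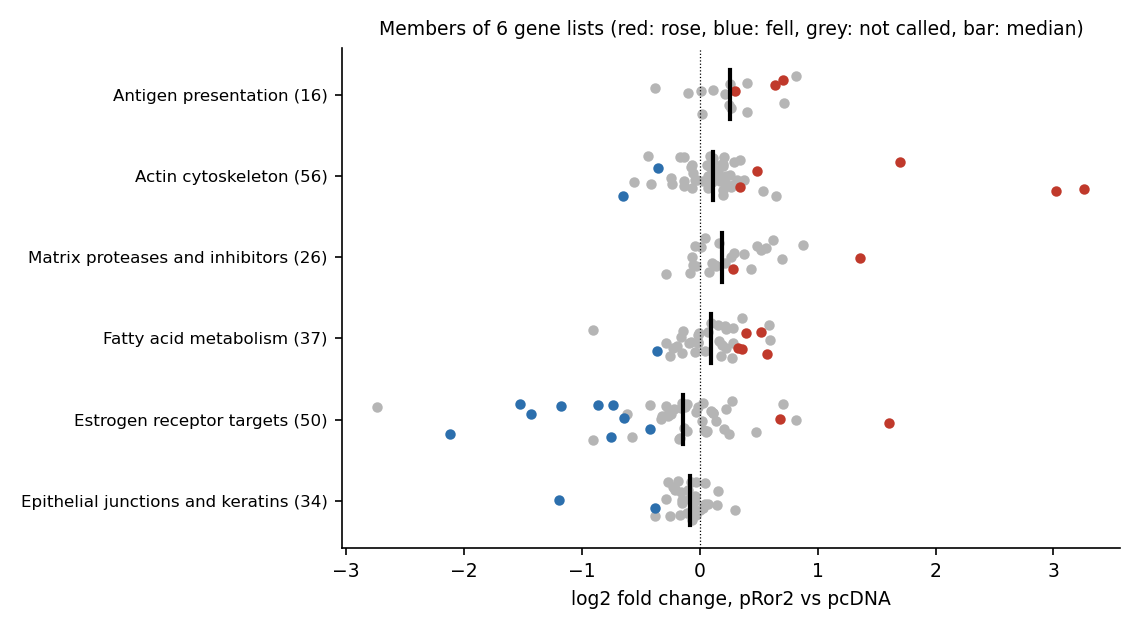
Log2 fold change of each measured member of 6 gene lists in pRor2 against pcDNA cells, one point per gene (red rose, blue fell, grey not called) with bars at the medians. The medians are 0.26 for antigen presentation, 0.19 for matrix proteases, 0.11 for actin, 0.10 for fatty acid metabolism, -0.09 for epithelial genes and -0.14 for estrogen receptor targets, with members on both sides of 0.

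In the presence of Wnt5a, the comparison of pRor2 + Wnt5a with pcDNA + Wnt5a cells tested the same receptor effect on separate libraries. HNF4G (log2 fold change 5.51), VIL1 (3.63), DIO2 (3.46), FAT1 (3.23), LCP1 (3.10), CLYBL (2.61), ABCG2 (1.94) and WIPF1 (1.62) rose, and IGFBP5 (-2.58), COL12A1 (-2.34) and MUC5AC (-1.90) fell. PGR was 2.01-fold lower, at 24.4 ± 3.35 against 48.8 ± 11.1 CPM (-1.01, edgeR QL adjusted p = 0.00526). The call of DIO2 ended without pcDNA + Wnt5a replicate 3 (edgeR QL adjusted p = 0.0874), pcDNA + Wnt5a replicate 2 or pRor2 + Wnt5a replicate 1 or 3. A total of 884 genes were DEGs, 450 higher and 434 lower, with 85 higher and 72 lower by at least 2-fold. DESeq2 called 1481, and the replicate block, which the pairing of these libraries calls for, gave 2849 DEGs (1462 higher and 1387 lower). The count was 352 without pRor2 + Wnt5a replicate 1, 375 without pcDNA + Wnt5a replicate 2, 366 without pcDNA + Wnt5a replicate 3, 486 without pRor2 + Wnt5a replicate 2 and 576 without pRor2 + Wnt5a replicate 3.

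In these stimulated libraries 5 of the 16 antigen presentation genes rose (10 adjusted over the list alone, camera adjusted p = 1.08e-06 and adjusted p = 0.231 with an estimated correlation), with HLA-B at a log2 fold change of 0.89 and HLA-C at 0.81. Of the estrogen receptor targets 2 rose and 9 fell (4 and 14 adjusted over the list alone, camera adjusted p = 1.44e-05 and adjusted p = 0.231 with an estimated correlation), with TFF3, IGFBP5, RERG and PGR lower. Actin genes (8 rose, 3 fell, 12 and 3 adjusted over the list alone, camera adjusted p = 7.24e-05) and matrix proteases (3 rose, 9 rose and 1 fell adjusted over the list alone, camera adjusted p = 0.00106) were higher as groups, both at adjusted p = 0.284 with an estimated correlation. Fatty acid metabolism (9 rose, 1 fell, camera adjusted p = 0.00225) and xenobiotic genes (3 rose, 2 fell, camera adjusted p = 0.00712) were also higher, and epithelial genes (2 fell, camera adjusted p = 0.0376) lower, each at adjusted p = 0.284 with an estimated correlation. Adjusted over the list alone, the counts were 13 higher and 2 lower, 8 and 2, and 1 and 4. Among 12 mesenchymal genes 1 rose (2 adjusted over the list alone, camera adjusted p = 0.0384 and adjusted p = 0.385 with an estimated correlation), and among 41 proliferation genes 1, the cyclin gene CCNE2 (-0.38), fell (also 1 adjusted over the list alone, camera, direction down, adjusted p = 0.0148 and adjusted p = 0.602 with an estimated correlation). CCNE2 lost its call without pRor2 + Wnt5a replicate 1 (edgeR QL adjusted p = 0.109), pRor2 + Wnt5a replicate 2 or pcDNA + Wnt5a replicate 1 or 2. Without pRor2 + Wnt5a replicate 3 the camera calls of fatty acid, xenobiotic, epithelial and proliferation genes (adjusted p = 0.0567 each) and of mesenchymal genes (0.167) ended. The epithelial call also ended without pcDNA + Wnt5a replicate 1 (camera adjusted p = 0.126) or 2 (0.0674), the mesenchymal call without pcDNA + Wnt5a replicate 2 (0.0515) and the proliferation call without pcDNA + Wnt5a replicate 2 (0.0579) or 3 (0.0957) or pRor2 + Wnt5a replicate 1 (0.122). With the replicate block the study's Ror2/Wnt module (11 rose and 8 fell, 30 and 20 adjusted over the list alone, camera adjusted p = 0.0572 without the block) and the intestinal list (3 rose and 3 fell, 4 and 5 adjusted over the list alone, 0.122 without the block) also passed, both at an adjusted p of 0.00214.

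The comparison of pRor2 + Wnt5a with unstimulated pcDNA cells tested receptor and ligand together. HNF4G rose 54.3-fold, VIL1 13.3-fold, FAT1 9.81-fold and ABCG2 4.29-fold, while COL12A1 was 6.01-fold and PGR 2.30-fold lower (24.4 ± 3.35 against 56.0 ± 7.31 CPM, edgeR QL adjusted p = 0.00143). There were 1154 DEGs, 609 higher and 545 lower, of which 112 rose and 89 fell by at least 2-fold. The 5 genes of smallest p among those called here but not in the unstimulated Ror2 effect were the neuropeptide precursor gene VGF (log2 fold change 0.60 ± 0.09, edgeR QL adjusted p = 0.00196), HEY2 (-0.94), ZDHHC22 (-1.30), the growth factor gene PDGFC (-1.18) and CSF1 (1.24), which encodes macrophage colony-stimulating factor and lies in a stretch of chromosome 1 where most genes were higher. Wnt5a stimulation within pRor2 cells gave these genes log2 fold changes of 0.32, -0.34, -0.49, -0.49 and 0.53, none of them called. CDH1 was lower here (-0.21, edgeR QL adjusted p = 0.0404), a call that ended without pcDNA replicate 1 or 2 (adjusted p = 0.135 without pcDNA replicate 2, edgeR QL) or any of the 3 pRor2 + Wnt5a libraries. DESeq2 called 1943 genes, and the replicate block, used because of the pairing, 3618 (1857 higher and 1761 lower). The count was 449 without pcDNA replicate 2, 621 without pcDNA replicate 1, 460 without pRor2 + Wnt5a replicate 1 and 665 without pRor2 + Wnt5a replicate 2.

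The camera test was passed by 12 lists in pRor2 + Wnt5a against pcDNA cells. Estrogen receptor targets were lower (3 rose, 11 fell, camera adjusted p = 3.28e-05), and antigen presentation (4 rose; 7.11e-05), actin (9 rose, 3 fell; 0.000113) and matrix protease genes (6 rose; 0.000376) higher. Weaker calls were fatty acid metabolism (8 rose, 2 fell, camera adjusted p = 0.00929), xenobiotic (4 rose, 2 fell; 0.0173), intestinal (4 rose, 1 fell; 0.0173), BMP/SMAD (3 rose; 0.0220), mesenchymal (1 rose; 0.0491) and Ror2/Wnt module genes (19 rose, 10 fell; 0.0497), all up, and proliferation (1 fell; 0.0220) and epithelial genes (1 rose, 5 fell; 0.0308), both down. Adjusted over the list alone, the counts higher and lower were 4 and 13 (estrogen receptor targets), 8 and 0 (antigen presentation), 12 and 3 (actin), 10 and 1 (matrix proteases), 16 and 2 (fatty acid metabolism), 10 and 2 (xenobiotic), 4 and 5 (intestinal), 4 and 0 (BMP/SMAD), 3 and 1 (mesenchymal), 34 and 21 (module), 0 and 1 (proliferation) and 2 and 7 (epithelial). No call held with an estimated correlation, where the smallest value was an adjusted p = 0.289 with an estimated correlation. The BMP/SMAD call was also lost with the replicate block (camera adjusted p = 0.230). Leaving out pRor2 + Wnt5a replicate 3 left 6 lists and ended the calls of fatty acid (camera adjusted p = 0.0829), xenobiotic (0.0955), epithelial (0.0534), mesenchymal (0.177), proliferation (0.0731) and module genes (0.143). Other libraries ended those of BMP/SMAD (0.0924 without pcDNA replicate 1 and 0.0717 without pRor2 + Wnt5a replicate 2), epithelial (0.0804 without pcDNA replicate 1), mesenchymal (0.0924 without pcDNA replicate 1 and 0.0685 without pcDNA replicate 2), proliferation (0.240 without pcDNA replicate 3 and 0.152 without pRor2 + Wnt5a replicate 1) and module genes (0.118 without pcDNA replicate 2 and 0.0561 without pcDNA replicate 3).

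**Figure D3:**
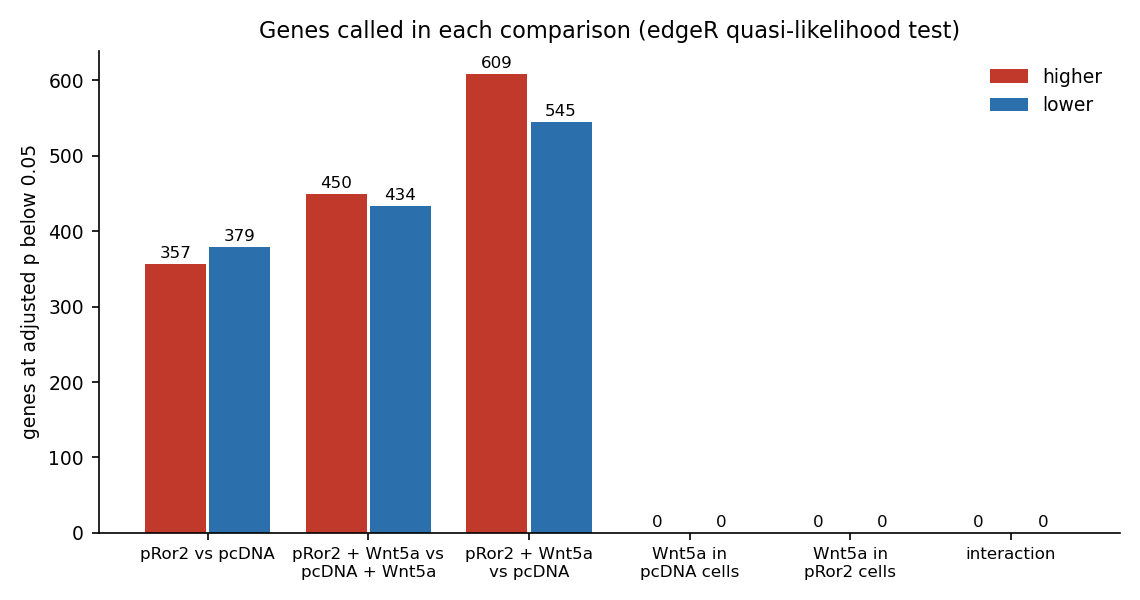
Number of DEGs (edgeR QL adjusted p below 0.05) that were higher (red bars) and lower (blue bars) in each of 6 comparisons. The 3 Ror2 comparisons hold 357 and 379, 450 and 434, and 609 and 545 DEGs, and the 2 Wnt5a comparisons and the interaction 0.

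Genes called in all 3 Ror2 comparisons were counted as common targets. There were 549, 269 higher and 280 lower, with 59 and 60 of them changed at least 2-fold, and no gene was called in opposite directions. Independent lists of these lengths would share 0.424 higher and 0.388 lower genes, a value that leaves out the libraries that the comparisons share. Simulated groups without any difference shared none in 20 simulations. Hardly any gene can be called in such groups, so this does not show how much overlap shared libraries add. DESeq2 gave 939 common targets and the replicate block 1910. In the main test the number was 226 without pRor2 replicate 1, 262 without pcDNA replicate 2, 267 without pRor2 + Wnt5a replicate 1, 291 without pcDNA + Wnt5a replicate 2, 294 without pcDNA replicate 1, 302 without pcDNA + Wnt5a replicate 3, 328 without pRor2 + Wnt5a replicate 2 and 332 without pRor2 replicate 2. Averaged over stimulation, the Ror2 effect covered 3159 DEGs, 1578 higher and 1581 lower, with a median absolute log2 fold change of 0.33 (5429 DEGs with the replicate block). The same 6 lists passed the camera test as in the unstimulated libraries. Of the antigen presentation genes 9 of 16 rose (11 rose and 1 fell adjusted over the list alone, camera adjusted p = 8.07e-06 and adjusted p = 0.317 with an estimated correlation), and of the estrogen receptor targets 7 rose and 16 fell (7 and 19 adjusted over the list alone, camera adjusted p = 0.000104 and adjusted p = 0.317 with an estimated correlation). Without pcDNA replicate 1, pcDNA + Wnt5a replicate 1, pRor2 replicate 2 or pRor2 + Wnt5a replicate 2, 10, 11, 11 and 11 lists passed.

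The Ror2 effects with and without Wnt5a, which share no library, correlated across the 15198 genes at Pearson's r of 0.846 (rho 0.808), or 0.938 over the 9834 genes with at least 10 CPM. Genes are not independent replicates. Of all genes 82.9% went the same way, and 283 higher and 296 lower genes were called in both, against 10.6 and 10.8 for independent lists. The effect of receptor and ligand together shares the pcDNA libraries with the unstimulated Ror2 effect, and those correlated at 0.917 against 0.513 in simulated unchanged groups (covariance 0.114 against 0.0220). It shares the pRor2 + Wnt5a libraries with the stimulated Ror2 effect (0.904 against 0.503, covariance 0.117 against 0.0211). These pairs had 317 higher and 332 lower, and 386 higher and 368 lower calls in common, where independent lists would have 14.3 and 13.6, and 18.0 and 15.6. Part of the excess may come from the shared libraries.

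**Figure D4:**
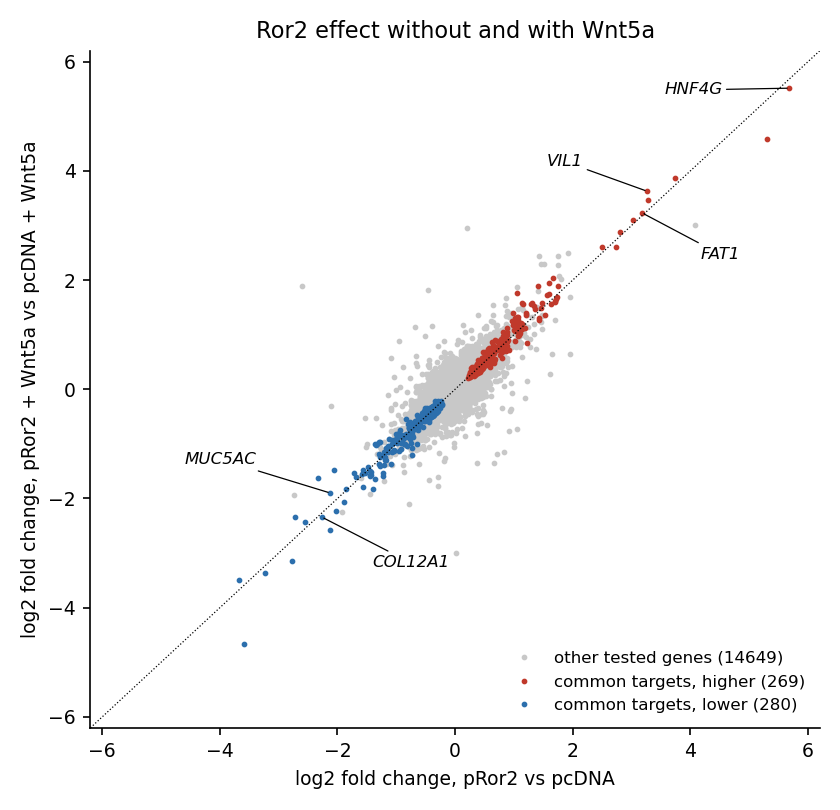
Log2 fold change of Ror2 overexpression without Wnt5a (x axis) and with Wnt5a (y axis) for each tested gene, with the 269 higher and 280 lower common targets in color and 3 genes beyond the axis limits of 6.2 left out. The points follow the diagonal, with r of 0.846 over all 15198 genes.

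Ror2 effects were also read along the chromosomes. Of 288 windows of 10 Mb with at least 10 tested genes, 35 stood beyond shuffled gene positions in the averaged Ror2 effect, 15 higher and 20 lower. The score of a window was its absolute median log2 fold change times the square root of its number of genes. The limit was the value that the highest score over all windows did not exceed in 95% of 1000 shuffles. The longest run covered 0 to 70 Mb of chromosome 1, where 88.6% of 625 genes were lower (median -0.21), with 60 lower common targets. On chromosome 21, 89.2% of 130 genes between 30 and 50 Mb were lower (median -0.19), and on chromosome 8, 92.6% of 95 genes between 140 and 150 Mb (median -0.20). Between 10 and 30 Mb of chromosome 10, 92.5% of 67 genes were higher (median 0.17), with 14 higher common targets. These windows held 176 of the 545 common targets with a position, 32.3% (95% exact interval 28.4% to 36.4%), against 15.6% of tested genes. Windows and common targets were chosen by the Ror2 effect in the same libraries, so some excess would arise from that choice alone. The interval treats genes as independent, which they are not. Among named genes they held TFF3, GRIK3, SLC2A1, DVL1, PRKCZ, CYP2J2, PGD, PFKL, CSNK1A1, TJP2 and ANXA1 (lower) and BAMBI, HACD1, CYP51A1, GSTM3, NT5E and CSF1 (higher), while NR3C1 rose in a window of lower genes. HNF4G, VIL1, FAT1, LCP1, WIPF1, COL12A1, MUC5AC, IGFBP5 and PGR lay outside them. No window passed for the averaged Wnt5a effect. With these windows left out of the unstimulated Ror2 effect, antigen presentation (camera adjusted p = 0.000191), estrogen receptor targets (0.000919), actin (0.00131), epithelial genes (0.0193), matrix proteases (0.0193) and fatty acid metabolism (0.0403) still passed with the preset correlation. Intestinal genes (0.0193) and the Ror2/Wnt module (0.0456) passed newly, both up. Both lists, like the actin list, hold genes the study chose or named from these samples. The windows were chosen by the Ror2 effect itself and held 120 lower and 56 higher common targets. Of the module genes inside them 2 rose and 5 fell. Leaving them out is thus decided by the change that is tested, and these calls are not independent evidence.

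**Figure D5:**
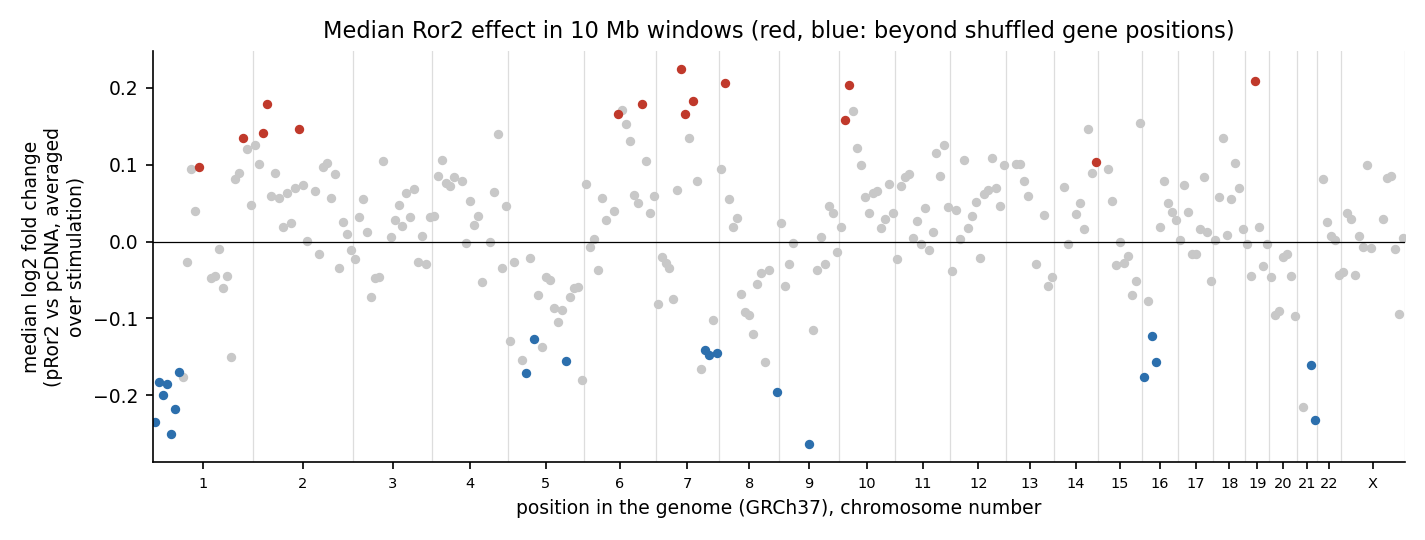
Median log2 fold change of the averaged Ror2 effect in each 10 Mb window along the chromosomes, with the 35 windows beyond shuffled gene positions in red (higher) or blue (lower). Runs of lower windows on chromosome 1 (0 to 70 Mb) and of higher ones on chromosome 10 (10 to 30 Mb) stand out.

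The 2 comparisons that tested for Wnt5a stimulation held no DEG in edgeR's quasi-likelihood test. In pcDNA cells 99 genes had an unadjusted p below 0.05, against 759.9 for uniform p-values, and the likelihood ratio test called 3 genes, DESeq2 2 and limma-voom 0. SEPTIN7P13 and ENSG00000263182.1 were called by both tools, and ROR2 (log2 fold change 3.44, likelihood ratio adjusted p = 0.0322) by the likelihood ratio test alone. In pRor2 cells 119 genes had an unadjusted p below 0.05, and each of these tools called 0. Averaged over vectors, 187 genes had an unadjusted p below 0.05, and the likelihood ratio test called 2, DESeq2 5 and limma-voom 0. All these counts of small p lie below that of uniform p-values, so the quasi-likelihood test without a block was conservative here. It leaves the pairing by replicate number in the spread, which may be the reason but was not tested. The lack of DEGs is therefore not evidence that Wnt5a had no effect. With the replicate block, which the pairing of these libraries calls for, the averaged effect held 2 DEGs, MUC5AC (log2 fold change 0.65) and the S100 protein gene S100A14 (0.31), both at an edgeR QL adjusted p of 0.0310, and each single comparison 0. Without pcDNA + Wnt5a replicate 1 the pcDNA comparison and the averaged effect each held 1 DEG, and without pRor2 + Wnt5a replicate 1 the averaged effect held 2.

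The genes of smallest p did not pass in any of these tests by edgeR QL. In pcDNA cells they were the pseudogene SEPTIN7P13 (0.368 ± 0.0597 against 2.53 ± 0.138 CPM with Wnt5a; log2 fold change 2.77), ENSG00000249839 (-1.54), ENSG00000259472.1 (0.89), CT75 (-1.01) and ENSG00000263182.1, which was at 0 in all 3 stimulated libraries and correlated with SEPTIN7P13 at -0.921 over the 12 libraries. In pRor2 cells they were VGF (0.32), LINC02977 (0.56), MAGED4 (-1.16), PGR (-0.56) and ENSG00000258610 (-0.98). Averaged over vectors, SEPTIN7P13 (2.21), VGF (0.31), ID3 (0.40), ENSG00000269888 (1.08) and ENSG00000263182.1 (lower) had the smallest p, at an adjusted p of 0.997 or more (edgeR QL). ID3, a target of BMP signaling, was at 34.5 ± 0.0807 and 46.4 ± 6.65 CPM in pcDNA cells without and with Wnt5a and at 34.0 ± 6.07 and 43.9 ± 2.19 CPM in pRor2 cells. In both vectors 3 of 3 stimulated libraries lay above all unstimulated ones. For a gene fixed beforehand, chance separates 3 against 3 libraries, in either direction, in 10% of cases. ID3 was named for its small p in these libraries, so its separation is not independent evidence. MUC5AC was at 9.48 ± 2.68 and 13.7 ± 2.70 CPM in pcDNA and at 2.15 ± 0.501 and 3.66 ± 1.12 CPM in pRor2 cells.

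BMP/SMAD targets were higher with Wnt5a as a group, with no DEG among the 10 measured. Their median log2 fold change was 0.20 in pcDNA cells (camera adjusted p = 1.25e-06 and adjusted p = 0.271 with an estimated correlation), with 1 gene higher adjusted over the list alone, and the list also passed in pRor2 cells (camera adjusted p = 0.00247 and adjusted p = 0.344 with an estimated correlation) and averaged over vectors (camera adjusted p = 4.48e-07 and adjusted p = 0.220 with an estimated correlation). The call in pRor2 cells ended without pRor2 replicate 1 (camera adjusted p = 0.379) or pRor2 + Wnt5a replicate 2 (0.159). In pcDNA cells ribosomal protein genes (median 0.05, camera adjusted p = 3.09e-06 and adjusted p = 0.939 with an estimated correlation) and intestinal genes (0.22, camera adjusted p = 0.0143 and adjusted p = 0.430 with an estimated correlation) also passed. Ribosomal proteins are a list of RNA quality. Without pcDNA + Wnt5a replicate 2 or pcDNA replicate 2 the ribosomal call ended (camera adjusted p = 0.772 and 0.668), and the intestinal call ended without each library but pcDNA + Wnt5a replicate 2 (up to 0.274, without pcDNA + Wnt5a replicate 1). In pRor2 cells estrogen receptor targets (camera adjusted p = 0.00150), small structural RNAs (0.00150) and proliferation genes (0.00759) were lower, and xenobiotic (0.00150), actin (0.00247), cholesterol synthesis (0.00488) and matrix protease genes (0.00759) higher, with an adjusted p of 0.260 or more with an estimated correlation and no DEG. Left-out libraries ended these calls too, at up to 0.947 for proliferation, 0.36 for matrix proteases and 0.36 for cholesterol synthesis without pRor2 replicate 2, 0.397 for actin and 0.268 for xenobiotic genes without pRor2 + Wnt5a replicate 3, and 0.192 for estrogen receptor targets and 0.104 for small structural RNAs without pRor2 replicate 1 (camera adjusted p). The call of small structural RNAs also ended without pRor2 + Wnt5a replicate 3 (0.0587), and pRor2 replicate 1 held 21.1 CPM of RN7SK against 1.35 to 5.61 CPM in the other libraries. Adjusted over the list alone, 2 of the 3 small structural RNAs and no member of the other lists were called in pRor2 cells. The replicate block added intestinal (camera adjusted p = 0.00165) and interferon-stimulated genes (0.0470) in pRor2 cells.

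Averaged over vectors, small structural RNAs (median log2 fold change -1.33, camera adjusted p = 0.000706) and estrogen receptor targets (0.0205) were lower with Wnt5a, and ribosomal proteins (0.00480), intestinal genes (0.00514), matrix proteases (0.0286) and actin genes (0.0398) higher, with no DEG and with adjusted p = 0.220 or more with an estimated correlation. Of these the call of small structural RNAs was kept without each library, and the others ended without 1 or more, at up to 0.787 for actin and 0.731 for ribosomal proteins without pcDNA replicate 2, 0.348 for matrix proteases without pRor2 replicate 2, 0.239 for estrogen receptor targets without pRor2 replicate 1 and 0.0561 for intestinal genes without pcDNA + Wnt5a replicate 3 (camera adjusted p). With the replicate block, proliferation (0.0102), basal (0.0471), unfolded protein response (0.0471) and xenobiotic genes (0.0471) passed too, which made 11 lists in place of 7 (camera adjusted p). The number was 3 without pRor2 replicate 2, 4 without pcDNA + Wnt5a replicate 2 and 13 without pcDNA + Wnt5a replicate 3. Small structural RNAs and ribosomal proteins are lists of RNA quality. In these lists an effect of Wnt5a cannot be told apart from a difference in RNA quality between stimulated and unstimulated libraries. Whether such a difference bears on the other list calls for Wnt5a was not tested.

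The interaction tested whether Wnt5a stimulation acted differently in pRor2 and pcDNA cells. No gene passed in edgeR's quasi-likelihood test, with or without the replicate block. Without the block 56 genes had an unadjusted p below 0.05 against 759.9 for uniform p-values, so the test was conservative here too. The likelihood ratio test called 1 gene, DESeq2 0 and limma-voom 0. Without pcDNA + Wnt5a replicate 1 or pRor2 + Wnt5a replicate 1 there was 1 DEG. The genes of smallest p, none of which passed by edgeR QL, were ROR2 (log2 difference -3.52), ENSG00000259472.1 (-0.86), CT75 (0.90), ENSG00000269633.1 (0.82) and ENSG00000263182.1, which was the gene called by the likelihood ratio test and has no measurable fold change in pcDNA cells, since it was at 0 in the stimulated ones. The camera test was passed by 8 lists (1 list without pcDNA replicate 3 or pRor2 + Wnt5a replicate 3, 3 without pcDNA replicate 1, pcDNA + Wnt5a replicate 2 or 3 or pRor2 replicate 3, and 5 without pRor2 replicate 1), with cholesterol synthesis (up in pRor2 relative to pcDNA cells, adjusted p = 0.000543 and adjusted p = 0.289 with an estimated correlation) and ribosomal proteins (down, 0.00171 and adjusted p = 0.763 with an estimated correlation) at the smallest values. The call of cholesterol synthesis ended without pcDNA replicate 3 (camera adjusted p = 0.0966) or pcDNA + Wnt5a replicate 3 (0.0837), and that of ribosomal proteins without 6 of the 12 libraries (up to 0.862, without pcDNA + Wnt5a replicate 2). Xenobiotic (0.00540), actin (0.0452) and antigen presentation genes (0.0454) were also up and mitochondrial transcripts (0.00837), estrogen receptor targets (0.0452) and proliferation genes (0.0452) down, at adjusted p = 0.763 with an estimated correlation, and each of these calls ended without 5 or more libraries (camera adjusted p of up to 0.891 for proliferation without pRor2 replicate 2). Across genes the Wnt5a effects in the 2 lines, which share no library, correlated at r of 0.229 (-0.0109 in simulated unchanged groups), and 59.7% of genes went the same way.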

Values the study reported

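The study reported 2,860 DEGs for pRor2 against pcDNA, 3,022 for pRor2 + Wnt5a against pcDNA + Wnt5a and 3,729 for pRor2 + Wnt5a against pcDNA, with 2,068 genes as common targets of Ror2. For Wnt5a stimulation it reported 7 DEGs in pcDNA cells and 11 in Ror2-overexpressing cells. The single gene it found in both of these comparisons was MUC5AC. Its PCR bore out the rise of FAT1, VIL1, HNF4G and WIPF1 with Ror2 but not that of LCP1.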

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

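The likelihood ratio test on tagwise dispersions (with and without the replicate block), the list tests without 1 library and the over-representation under other settings were chosen after the data were seen. Over 199 results for named genes, 3812 values under alternatives kept their direction and side of the threshold in 3401 cases, lost the call in 238, passed newly in 171 and changed sign in 2. Of the 115 called gene results 73 were never lost. Both changes of sign, RN7SK (log2 fold change -0.15) and SNORD3A (-0.26) in the unstimulated Ror2 effect, came without pRor2 replicate 1, with up to 1.59 and 1.31 without other libraries, and neither gene was called. The direction of the ribosomal protein list in the interaction turned without pRor2 + Wnt5a replicate 3 (camera adjusted p = 0.821, with 3.31e-12 to 0.862 over all left-out libraries). Scaling by library size or DESeq2 size factors moved no count of DEGs by over 1.5 times. Depth limits genes near the floor, such as ROR2 in pcDNA cells with 8 counts over 3 libraries.

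With DESeq2 there were 1266 DEGs for the unstimulated Ror2 effect (727 of the 736 among them), 1481 with Wnt5a, 1943 for receptor and ligand together and 939 common targets. At an adjusted p below 0.01 these were 178, 231, 315 and 139, and 1319 for the averaged Ror2 effect. With only the 2 groups compared, 344 genes were called for the unstimulated Ror2 effect, 691 for receptor and ligand together and 1 for Wnt5a in pcDNA cells, and fewer libraries set the spread there. Otherwise the cause was not tested. The Wnt5a effect gave 3 (likelihood ratio test) and 2 (DESeq2) genes in pcDNA cells and 2 and 5 averaged over vectors, and the interaction 1 (likelihood ratio test). With tagwise dispersions the likelihood ratio test called 4 genes for Wnt5a in pcDNA cells, 6 averaged and 2 for the interaction. The 2 Ror2 effects correlated at 0.938 over genes with at least 10 CPM.

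With the replicate block there were 2648 DEGs (1336 higher, 1312 lower) for the unstimulated Ror2 effect, all 736 among them, 2849 with Wnt5a, 3618 for receptor and ligand together, 5429 for the averaged Ror2 effect, 1910 common targets and 2 DEGs for Wnt5a averaged over vectors. Pairing was not taken as given for the unstimulated libraries, so the values for the unstimulated and averaged Ror2 effects and the common targets rest on a shared number. The likelihood ratio test on tagwise dispersions with the replicate block gave 2864, 3022, 3726, 5409 and 2070, and 7 genes for Wnt5a in pcDNA cells, 11 in pRor2 cells, 30 averaged and 2 for the interaction. Camera with the block passed 10 lists for the unstimulated Ror2 effect, 11 for the averaged one and 11 for the averaged Wnt5a effect, and 13 lists were over-represented among the common targets of the block. Among the lower common targets of the block 2 lists were over-represented, against 3 without it. With the block in edgeR's quasi-likelihood test, 37 results for named genes passed newly, 162 kept their side of the threshold and 0 lost the call. A named gene said not to pass without the block may thus pass with it.

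With an estimated correlation 0 lists passed the camera test in each of the 8 contrasts. With fry 0 passed for the Wnt5a effects in pcDNA and pRor2 cells, averaged over vectors and for the interaction, and 13 for the averaged Ror2 effect.

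Without 1 library the number of DEGs was 251 to 919 for the unstimulated Ror2 effect, 352 to 719 with Wnt5a, 449 to 1146 for receptor and ligand together, 2141 to 3314 for the averaged Ror2 effect, 0 to 1 for Wnt5a in pcDNA cells, 0 to 0 in pRor2 cells, 0 to 2 averaged over vectors and 0 to 1 for the interaction, and common targets numbered 226 to 549. The correlation of the 2 Ror2 effects was 0.772 to 0.832. Windows beyond shuffled positions numbered 28 to 40, and 27 to 34 of the 35 were kept. Lists passing the camera test numbered 5 to 10, 4 to 12 and 6 to 11 in the 3 Ror2 comparisons, 6 to 11 for the averaged Ror2 effect, 2 to 8 and 4 to 11 for Wnt5a in pcDNA and pRor2 cells, 3 to 13 averaged and 1 to 8 for the interaction. Over-represented lists numbered 4 to 7 among all common targets (8 with all libraries), 0 to 7 among the higher ones and 1 to 3 among the lower ones.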

Other observations

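The tests on chromosomal windows, on SEPTIN7P13, on ROR2 reads in stimulated pcDNA libraries and the likelihood ratio test with the replicate block were chosen after the data were seen.

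A likelihood ratio test on tagwise dispersions with the replicate block called 11 genes for Wnt5a stimulation in pRor2 cells and 30 averaged over vectors. With the same block edgeR's quasi-likelihood test called 0 and 2, and without the block 0 and 0. In pRor2 cells the log2 fold changes were -0.56 for PGR and -0.51 for AGR3, both estrogen-responsive genes, 0.75 for MUC5AC, 0.55 for the keratin gene KRT7, 0.54 for the water channel gene AQP3, 0.39 for S100A14, 0.46 for TIMP3, an inhibitor of matrix proteases, and 0.42 for the phosphatase gene DUSP4 (likelihood ratio adjusted p between 0.000744 and 0.0247 for these 8). Averaged over vectors, the BMP/SMAD targets ID1 (0.49, likelihood ratio adjusted p = 0.00278) and ID3 (0.40, 0.00159) and the semaphorin gene SEMA3B (0.40, 1.28e-05) were also called, and NPY1R was lower (-0.32, 0.0472). All 10 measured BMP/SMAD targets had a positive averaged log2 fold change, with a median of 0.15. These genes were named after their values were seen.

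Over-representation among the 549 common targets held without each library for estrogen receptor targets (10 of 50, Fisher's exact test, adjusted p = 0.000302), integrin and matrix genes (7 of 40) and actin genes (7 of 56). The Ror2/Wnt module, which the study built from these samples, had 12 of its 78 genes among them (adjusted p = 0.000335), and this call ended without 4 of the 12 libraries (adjusted p of up to 0.216, without pcDNA + Wnt5a replicate 2). The lists of actin genes and of intestinal genes (3 of 11) hold genes the study named from these samples. Integrin and matrix genes cover ECM receptor interaction, a theme it named from them. The counts of these lists are not independent evidence.

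Ror2 effects ran along chromosomes, with 35 of 288 windows beyond shuffled gene positions and 32.3% of the common targets inside them. Removing the trend with GC content, exon length and expression, which explained 0.715% of the variance, left 30 of the 35 windows, so these do not account for the pattern as a whole. Windows chosen in the unstimulated libraries were followed by 88.4% of their 1428 genes of at least 10 CPM in the stimulated libraries (exact 95% interval 86.7% to 90.1%), and window medians correlated at 0.924. The interval treats genes as independent, which they are not. Over all tested genes 82.9% went the same way in the 2 Ror2 effects, which correlated at 0.938 over genes with at least 10 CPM. A high share would follow from that agreement, so it is not separate evidence for the windows. A difference in DNA copy number between the 2 stable lines is a candidate explanation for these windows, and whether it accounts for the common targets in them cannot be told apart from an effect of Ror2 on whole regions, which was not tested, since each vector is 1 line and all libraries of a vector share it. Of the common targets 369 lie outside these windows, and for them, too, an effect of Ror2 cannot be told apart from other differences between the lines.

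SEPTIN7P13 (ENSG00000185495.6, a transcribed pseudogene on chromosome 1, 224183597 to 224191356) was higher with Wnt5a in pcDNA cells while ENSG00000263182.1, which has no position here, was at 0. Over the 12 libraries the 2 features correlated at -0.921, the most negative of 7269 features of low level, and the spread of their sum was 0.409 times that of SEPTIN7P13 alone. The sum had a log2 ratio of 0.11 (SE 0.22) with Wnt5a, against 2.80 for SEPTIN7P13 alone, which argues against a higher combined level. Reads that fit both features and were assigned to one or the other may explain the difference, as a hypothesis.

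ROR2 reads were more numerous in 2 of 3 stimulated pcDNA libraries than in the unstimulated ones, with 35 and 56 counts against 4 at most. Carry-over of 0.140% and 0.246% of the pRor2 level would give these counts. HNF4G and FAM133A, the other genes nearly off in pcDNA cells, had a share of 1.26% (95% limits 0.379% to 2.34%), which lies above the share that ROR2 would need. These limits cover counting error in the stimulated libraries and leave out that in the unstimulated ones, so they are too narrow. These 2 genes thus set no upper limit below the share of ROR2, and whether they differ from it cannot be told. Carry-over cannot be told apart from induction of ROR2 by Wnt5a at this depth.

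Other splits of the samples into groups were counted. For the unstimulated Ror2 effect (736 DEGs, highest other 0), that with Wnt5a (884, highest other 0) and receptor and ligand together (1154, highest other 0) the real split was the only 1 of 10 with calls, and 10 splits are too few for a share under 0.05. The same holds for Wnt5a in pcDNA (0, highest other 1) and pRor2 cells (0, highest other 0). For the list tests of the unstimulated libraries (6, highest other 11), 6 of 10 splits gave as many lists. The number of lists that pass with the preset correlation thus does not set the real split apart. Among the splits that part all 3 same-numbered pairs, as the real one does, the 3 others gave 0 DEGs in the 4 paired comparisons, and the 1 DEG in pcDNA cells came from a split that parts fewer. For the averaged Ror2 effect (3159, highest other 270) and the common targets (549, highest other 0), 1 of 100 splits, the real one, was as large. Splits that mix the 2 vectors carry the difference between them into the spread, which lowers their calls. The result therefore bears on the grouping of these libraries and does not exclude a chance difference between 2 single lines. For the averaged Wnt5a effect (0, highest other 0) and the interaction (0, highest other 436) the real split had no calls, so every split gives as many and the count of splits does not test chance. The splits with 270 and 436 DEGs set all 4 libraries numbered 1 against all 4 numbered 2, so they point to a structure of the samples by replicate number. With the replicate block the averaged Ror2 effect held 5429 DEGs and the interaction 0.

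The numbers of DEGs in the 3 Ror2 comparisons were 736, 884 and 1154, with 549 common targets. They are lower than the values quoted from the study above. With the replicate block they were 2648, 2849 and 3618, with 1910 common targets, and with the block and the likelihood ratio test on tagwise dispersions 2864, 3022 and 3726, with 2070. The counts with the block are close to the quoted values, so the size of the gap depends on the block. Wnt5a stimulation gave 0 DEGs in pcDNA cells and 0 in pRor2 cells in edgeR's quasi-likelihood test (99 and 119 genes at an unadjusted p below 0.05, with 3 and 0 by the likelihood ratio test, 2 and 0 by DESeq2 and 0 by limma-voom). These are lower than the values quoted from the study above. The likelihood ratio test on tagwise dispersions with the replicate block called 7 and 11 genes. Those counts are equal to the quoted ones. MUC5AC was called in both comparisons and ROR2 in pcDNA cells.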
